# Exome sequencing analysis of murine medulloblastoma models identifies WDR11 as a potential tumor suppressor in Group 3 tumors

**DOI:** 10.18632/oncotarget.19642

**Published:** 2017-07-27

**Authors:** Lei Wei, Brian L. Murphy, Gang Wu, Matthew Parker, John Easton, Richard J. Gilbertson, Jinghui Zhang, Martine F. Roussel

**Keywords:** medulloblastoma, whole-exome sequencing, WDR11, somatic mutations, mouse models

## Abstract

Mouse models of human cancers are widely used in cancer research, yet questions frequently arise regarding their faithfulness in recapitulating their human counterparts. To compare the somatic mutations of murine models with human medulloblastoma (MB), we performed whole-exome sequencing on 12 tumors representing three distinct medulloblastoma subgroups: Wnt, Sonic Hedgehog (Shh) and Group 3 (G3). In total, 64 somatic mutations were identified and validated, including 40 predicted to cause amino acid changes. After filtering and cross-species analysis with 366 human MBs from four independent studies, human orthologs for 16 of the 40 mouse genes were found to harbor non-silent mutations in human MB. Loss-of-function *Kmt2d* mutations detected in one mouse tumor was previously reported in 30 of 366 human MBs. In mice bearing G3 MB, one mouse succumbed to tumor burden at least 15 days earlier than other mice, raising the possibility that somatic mutations may have accelerated the tumorigenesis process. In this mouse tumor, four novel candidate genes harbored non-silent somatic mutations, *Lrfn2, Smyd1, Ubn2* and *Wdr11.* Extended survival was found in mice harboring mouse G3 overexpressing *WDR11* but not the other three genes. Genes in the KEGG WNT signaling pathway, including *Ccnd1/2/3*, *Myc* and *Tcf7l1*, were down-regulated in the transcriptome of G3 MB tumorspheres overexpressing WDR11, consistent with reduced tumor progression. In conclusion, we demonstrated that common spontaneous mutations were shared between human and murine models of MB suggesting similar molecular mechanisms of tumorigenesis, and identified WDR11 as a protein with tumor suppressive activity in G3 MB.

## INTRODUCTION

Genetically engineered mouse models (GEMM) provide a powerful *in vivo* system to test the role of genes mutated or overexpressed in human tumors [1]. Typically by overexpressing an oncogene or inactivating a tumor suppressor gene, normal murine cells can be transformed with histopathology similar to human cancers [2]. Despite the myriad of successful examples, mouse models have been frequently scrutinized with regards to their validity [3]. One key question is whether murine cancers and their human counterparts share similar tumorigenic processes which can be evaluated by comparing somatic mutational landscapes. Indeed, certain GEMMs have been found to harbor mutations in genes also mutated in human cancers [4, 5]. Next-generation sequencing (NGS) can comprehensively characterize the mutation landscape of cancers. However, NGS-based somatic mutation analysis in mice can be challenging due to complex mouse genetic background, especially when the matched normal DNA is not available [4].

Medulloblastoma (MB) is the most common malignant pediatric brain tumor that arises within the posterior fossa [6, 7]. Expression profiling of human MBs subdivides this cancer into four major molecularly distinct subgroups: Wingless (WNT), Sonic Hedgehog (SHH), Group 3 (G3) and Group 4 G4 [8-12]. Genetically engineered MB mouse models have been developed for Wnt [13], Shh [14-18] and G3 [19-22]. These subgroup-specific mouse models recapitulate the histopathology and gene expression profiles of their human counterparts [23] and can be utilized for screening and preclinical testing of therapeutics [24], which have been shown to increase the cure-rate of MB and quality of life of surviving patients [25-27]. However, very little is known about the role of additional somatic mutations involved in the process of tumorigenesis. To evaluate this in MB, we performed whole-exome sequencing (WES) to identify somatic mutations in 12 mouse tumors from 3 MB subgroup-specific murine models established at St. Jude Children’s Research Hospital: five Shh (MBS) [17], three Wnt (MBW) [13] and four G3 (MBM) [19]. A total of 64 somatic mutations were identified and experimentally validated, including 40 non-silent mutations predicted to cause amino acid changes. Survival data were available for the MB subgroup G3 mouse model - one mouse had a much shortened life than the other mice in the cohort. This mouse tumor had four genes with non-silent mutations, *Lrfn2, Smyd1, Ubn2* and *Wdr11.* We hypothesized that the mutations to these four genes may have facilitated tumor growth, and evaluated the function of each of these genes on G3 MB progression using *in vivo* systems.

## RESULTS

### Whole exome sequencing of tumor samples identified putative somatic mutations

The murine MB models of three different subgroups were established as described previously [13, 14, 19, 28]. After whole-exome sequencing (WES), the reads were mapped to mouse genome (mm9) with at least 90% mapping rates across all samples (Supplementary Table 1). Most (11 of 12) samples had at least 80% coding bases covered by a minimum of 20x coverage. We did not retrospectively bank germline DNA needed for somatic mutation calling. To overcome this challenge, we went through extensive germline polymorphisms filtering process that removed both common mouse polymorphisms and rare variants found in other raw sequencing data of common laboratory mouse strains. The entire process of single nucleotide variations (SNVs) identification, filtering and validation is illustrated in Figure 1a. Specifically, the initial SNV calling was performed using Bambino [29] by comparing each tumor with publicly available normal sequences of C57BL/6 mouse strain [30]. With filtering and manual curation, 213 putative mutations remained. Amplicon sequencing by Sanger or MiSeq using tumor specimen and all available mice of common ancestors as control validated 62 somatic SNVs and two indels (Supplementary Table 2).

**Figure 1:**
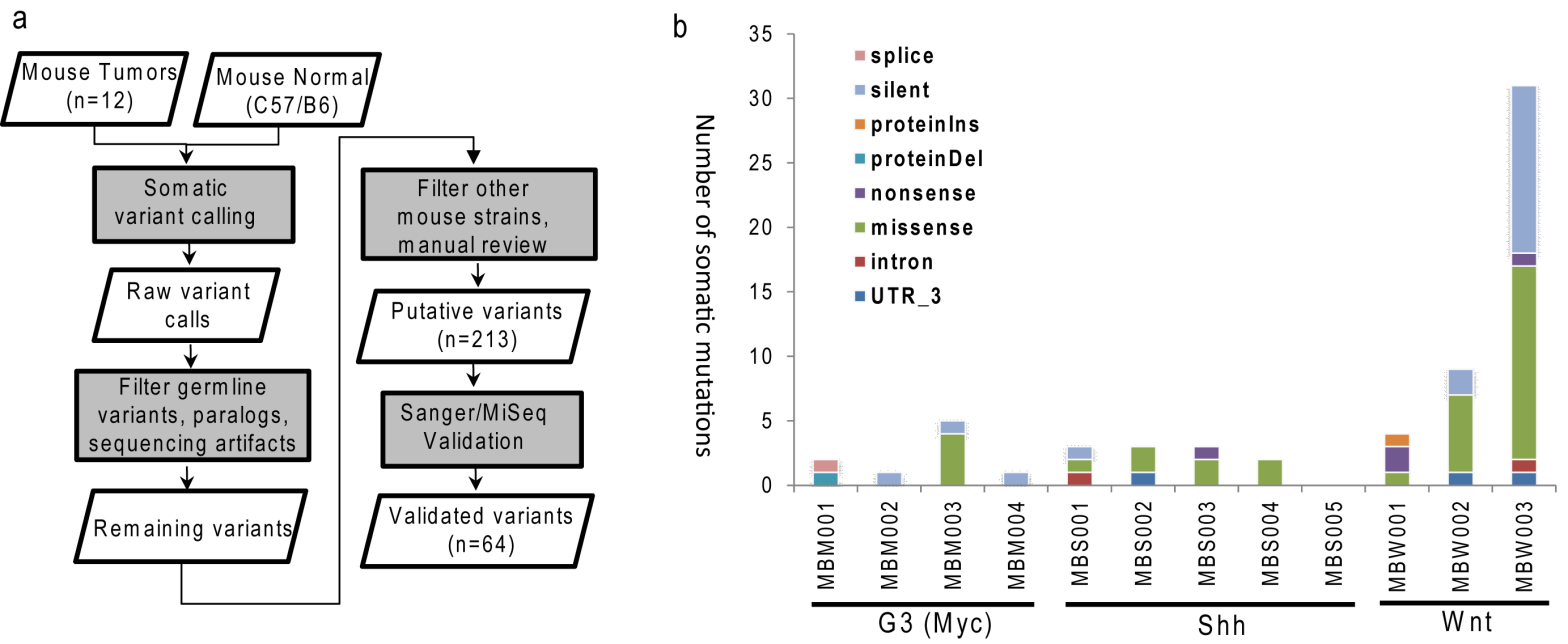
Identification of somatic mutations in MB mouse model **a.** Schematic workflow for somatic single nucleotide variations identification and validation; **b.** Numbers of mutations and events of validated somatic mutations in each MB mouse tumor. G3 (MBM), Shh (MBS), Wnt (MBW).

The overall mutation burden, 64 mutations in 12 mouse tumors or 5.3 mutations per tumor, is lower than previously reported for human MBs [8]. The number of somatic mutations per tumor ranged from 0 to 31, where the Wnt subgroup had higher burden than the Shh (*p*-value = 0.03) and G3 (*p*-value = 0.10) subgroups (Figure 1b). The final missense-to-silent mutation ratio was 1.7, and 40 mutations were predicted to cause changes in amino acid sequence. Due to the limited numbers of mice (3-5 per subgroup), no gene was recurrently mutated.

### Common non-synonymous mutations shared by MB mouse models and human MBs

To identify common mutations shared by mouse and human MBs, we compared the mutations identified from 12 mouse MBs to four independent human MB studies, consisting of a total of 366 MBs [8, 10, 11, 31]. Of the 40 mouse genes that carry amino-acid-changing mutations, 16 genes’ human orthologs were found to be mutated in human MBs. In seven genes, the exact type of mutation was found in the same subgroup of MB, including *BAI3*, *DOCK7*, *LRFN2*, *MLL2*, *MLL3*, *PIWIL4* and *WRD11* (Table 1). The most common mutations occurred in well-known MB genes *KMT2D* and *KMT2C* which contained 30 and 10 mutations in human MBs, respectively (Table 1). Remarkably, *Kmt2d* harbored a nonsense SNV predicted to cause loss of the SET domain which confers the methyltransferase activity [32, 33]. For comparison, the 366 human MBs harbored 30 *KMT2D* mutations, including 21 loss-of-function mutations (nonsense SNVs or frameshift indels) and nine missense mutations confirming the validity of the mouse models of MB. Specifically, 4 out of 48 *KMT2D* mutations occurred in WNT human MB subgroup, whereas one out of three WNT mice has a *Kmt2d* mutation (*p* = 0.015, hypergeometric test).

**Table 1:** Common non-synonymous mutations shared by mouse models and human MBs from four previous publications

gene	MB mouse (*n* = 12)	Lichter et al (*n* = 146)	Parsons et al (*n* = 53)	Pugh, Cho et al (*n* = 92)	Robinson et al (*n* = 75)
*BAI3*	WNT (1: M)	-	-	G3 (1: M)	WNT (1: M)
*DOCK7*	WNT (1: M)	WNT (1: M)	-	-	-
*GAPVD1*	WNT (1: M)	-	-	G4 (1: N)	-
*KIF14*	WNT (1: M)	G3 (1: M)	-	G3 (1: M)	-
*LRFN2*	G3 (1: M)	-	-	-	G3 (1: M)
*KMT2D*	WNT (1: N)	WNT (3: M2,N)	SHH,U,WNT (12: F6,M4,N2)	G3,G4,SHH (10: N5,F3,M2)	G3,SHH,U (5: F3,M,N)
*KMT2C*	WNT (1: M)	G3,G4 (2: M,N)	U,WNT (3: N3)	G3,G4 (4: M3,S)	U (1: N)
*MYO3A*	G3 (1: S)	-	-	SHH (1: M)	-
*OBSL1*	WNT (1: M)	-	-	SHH (1: M)	-
*OR2K2*	WNT (1: M)	-	-	-	SHH (1: N)
*PIWIL4*	G3 (1: D)	SHH (1: M)	-	-	G3 (1: M)
*SLCO5A1*	WNT (1: M)	-	-	G4 (1: M)	-
*SMYD1*	G3 (1: M)	-	-	-	WNT (1: M)
*TNXB*	WNT (1: M)	G3 (1: M)	-	G3 (1: M)	G3 (1: M)
*UBN2*	G3 (1: M)	-	-	-	SHH (1: M)
*WDR11*	G3 (1: M)	-	-	G3 (1: M)	-

First column - gene symbols; Columns 2 to 5 - mutations detected in the current MB mouse cohort, and in four previous publications. Detailed information includes: MB subgroup(s) where the mutations were detected; inside parenthesis ( ) represents the total number of mutations, and the breakdown by mutation class. M: missense, N: nonsense, S: splice variants, F: frameshift, D: in-frame deletion: a trailing number was added where more than one mutation were found in the medulloblastoma subgroup.

### Potential secondary driver mutation suggested by survival data

We addressed the overall survival of mice with G3 MBs (Supplementary Table 3). Among four mice in this group, MBM003, which had the highest mutation burden (Figure 1b), succumbed to tumor-burden at least 15 days earlier than the other mice. This led to the hypothesis that this mouse may harbor deleterious mutations which accelerated tumor progression. There were four non-silent mutations in this tumor, all missense SNVs: *Lrfn2* R656H, *Smyd1* R237Q, *Ubn2* Q549K and *Wdr11* I46T.

To test the potential tumor suppressor function of the four candidate genes, we used lentiviral transduction to enforce the expression of each of these wild type genes or an empty vector as control, in the mouse G3 tumorsphere line # 19568 prior to implantation of 100,000 unsorted tumor cells into the cortices of CD1 nu/nu mice (Figure 2). Enforced expression of *LRFN2* did not alter the survival of tumor-bearing mice (Figure 2a, upper left) despite its expression in resulting tumors (Figure 2b, upper left). Similarly, mice bearing mouse G3 MB tumor cells over-expressing *Smyd1* or *Ubn2* survived with similar latency compared to tumor cells transduced with empty vector (Figure 2a, upper right and lower left). In contrast, enforced expression of *WDR11* led to a significant increase in survival of tumor-bearing mice compared to mouse G3 tumorspheres infected with an empty vector (Figure 2a, lower right). Specifically, enforced expression of *WDR11* led to a 6-day increase in median survival of tumor-bearing mice. Analysis of these tumors showed increased *WDR11* transcript levels (Figure 2b, lower right). Protein expression was observed in tumorspheres from secondary tumors, measured by immunofluorescence (Figure 2c). These data suggested that in murine G3 MB, WDR11 had tumor suppressive activity since its enforced expression delayed tumor progression. To confirm these results, we over-expressed *WDR11* in two additional mouse G3 MB tumorsphere lines, # 9728 and # 19251. In these tumorsphere lines, over-expression of *WDR11* gene (Figure 3b) and protein (Figure 3c) also resulted in a significant increase in survival of *WDR11*-expressing tumor-bearing mice compared to controls (*p* < 0.05) (Figure 3a). These data identify WDR11 or its downstream effectors as potential targets for therapy in G3 MB.

**Figure 2:**
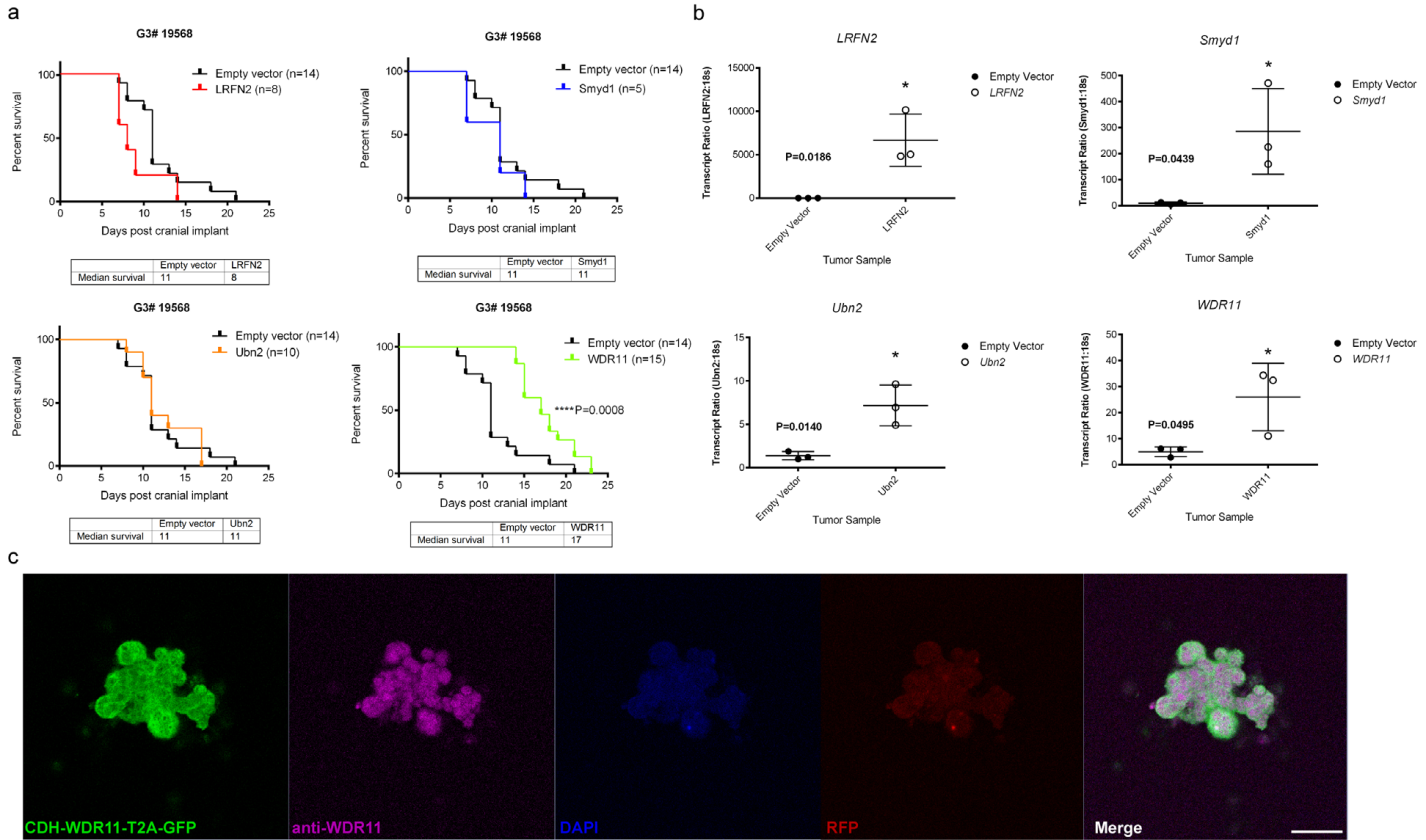
Functional study of genes mutated in mouse G3 MB **a.** Survival of mice bearing mouse G3 MB tumorsphere line # 19568 overexpressing each of the four wild type genes; *LRFN2* (red curve, top left panel), *Smyd1* (blue curve, top right panel), *Ubn2* (orange curve, bottom left panel), *WRD11* (green curve, bottom right panel), or an empty vector as control for each panel (black curves); **b.** Relative qRT-PCR transcript ratios of *LRFN2* (top left panel), *Smyd1* (top right panel), *Ubn2* (bottom left panel), and *WDR11* (bottom right panel) in G3 MBs overexpressing each wild type gene (o) or an empty vector (•); **c.** Protein expression detected by immunofluorescence in tumorspheres derived from secondary tumors following intracranial implants of tumorsphere line #19568 (myc-IRES-RFP) transduced with lentiviruses encoding *WDR11*. Tumorspheres were immunostained with anti-GFP (Green) to visualize CDH-WDR11-T2A-GFP, anti-WDR11 detected with AlexaFluor 647 (purple), anti-RFP (red) to visualize Myc expression and nuclei counterstained with DAPI (blue). Scale bar = 20 µm.

**Figure 3:**
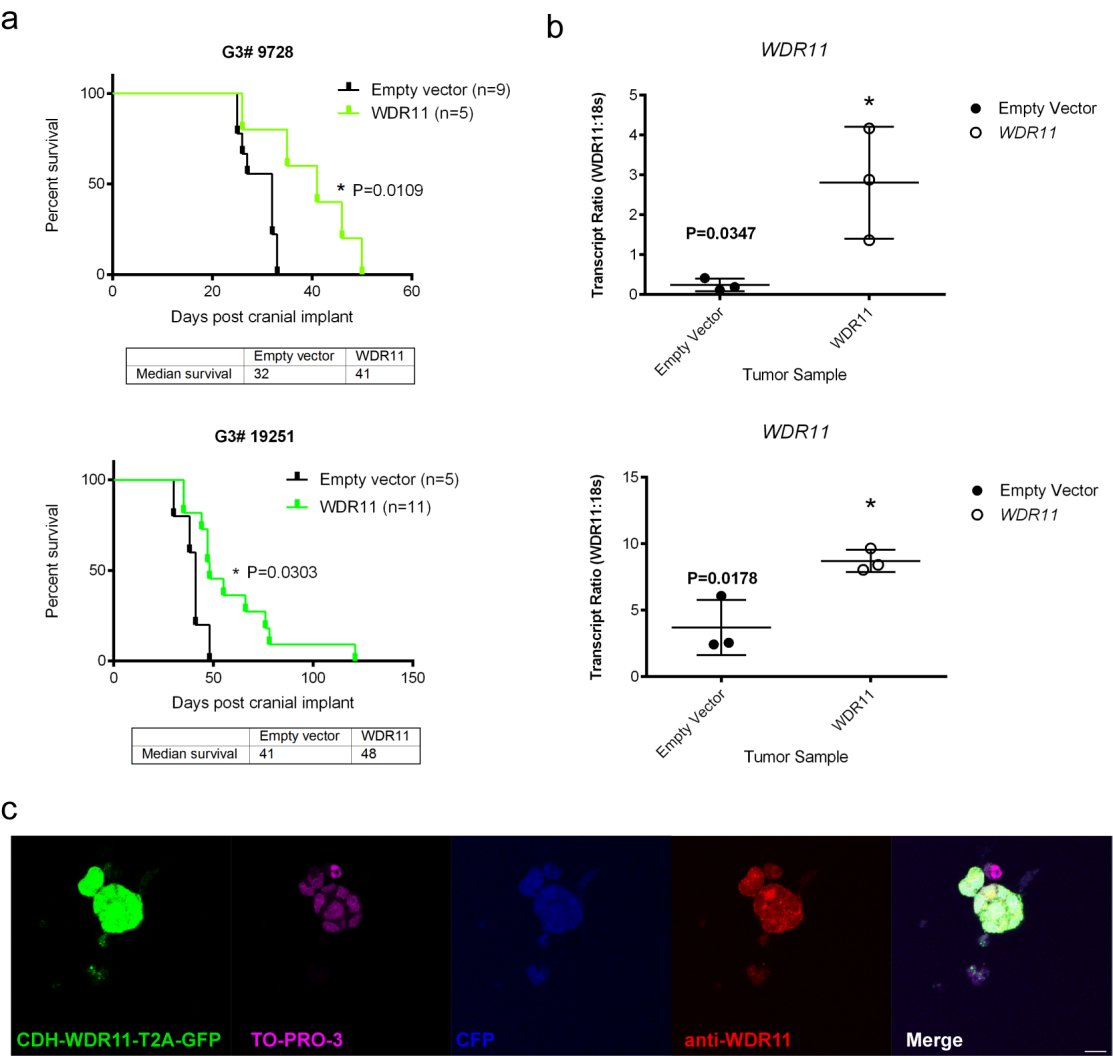
Survival of mice bearing mouse G3 MB overexpressing WDR11 in two additional G3 MB tumorsphere lines **a.** Survival of mice carrying mouse G3 MB tumorspheres # 9728 (top panel, green curve) or # 19251 (bottom panel, green curve) with enforced expression of *WDR11* compared to mouse G3 MB infected with an empty vector (black curves); **b.** Relative qRT-PCR transcript ratios of *WDR11* in secondary tumors overexpressing WDR11 (o) or infected with an empty vector (•) **c.** Protein expression detected by immunofluorescence in tumorspheres derived from secondary tumors following intracranial implants of tumorsphere line # 9728 (Myc-IRES-CFP) transduced with lentiviruses encoding *WRD11*. Tumorspheres were immunostained with anti-GFP (green) to visualize CDH-WDR11-T2A-GFP, anti-WDR11 detected by AlexaFluor 594 (red), anti-RFP and nuclei counterstained with TO-PRO^®^-3 (purple). Endogenous CFP (blue) was imaged to detect expression in Myc-IRES-CFP. Scale bar = 20 µm.

### WDR11 overexpression leads to down-regulation of the WNT signaling pathway

To further understand the underlying mechanism by which *WDR11* overexpression contributed to the increased survival, we performed the whole transcriptome analysis on the mouse G3 tumors with and without *WDR11* overexpression (Figure 4). 

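RNA was sequenced from 7 mouse G3 MBs, for which the paper's text names no tumorsphere line. Of these, 4 tumors had enforced expression of human WDR11 (WDR11OE) and 3 were controls, which the paper describes as carrying the empty vector and the sample labels list with no treatment. The authors mapped the reads against NCBIM37.67 with the StrongArm pipeline and deposited the number of reads that HT-seq counted on each of 34592 genes, without normalization. A count of 0 in all 7 tumors was listed for 8175 of these genes. Total counts per tumor ranged from 33417175 to 41397427 in the controls, with a median of 35463784, and from 32116095 to 87141305 in the WDR11OE tumors, with a median of 63811890. The 2 most abundant genes took between 7.05% and 8.89% of the counts in a control tumor and between 9.98% and 12.5% in a WDR11OE tumor. The libraries of the 2 groups were numbered in separate series and each series held tumors of one condition, so a difference between the series and the difference between the conditions cannot be told apart.

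Counts were scaled to the library size as CPM with edgeR's TMM normalization. The 17389 genes that passed edgeR's filterByExpr entered edgeR's quasi-likelihood test, which is two-sided, with Benjamini-Hochberg adjustment, and the typical biological coefficient of variation was 34.6%. A log2 fold change compares WDR11OE with control throughout. For single genes, a two-sided exact permutation test compared the mean log2 CPM of the groups, computed with a prior count of 2, over the 35 ways to split the 7 tumors into 4 and 3. The smallest p that this test can give is 0.0286.

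The deposited counts have one Wdr11 gene, that of the mouse (ENSMUSG00000042055), and do not separate reads of the human cDNA from those of the mouse transcript. Wdr11 was measured at 58.9 CPM, 58.3 CPM and 59.3 CPM in control replicates A, B and C. In WDR11OE replicates 1 to 4 it was measured at 66.8 CPM, 61.0 CPM, 65.7 CPM and 68.9 CPM. The log2 fold change was 0.16 (standard error 0.06, adjusted p = 0.0910 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Although the groups did not overlap, the two-sided exact permutation test gave p = 0.0571. The log2 fold change moved most when the trend with GC content was removed, to −0.03, with an adjusted p = 0.733 from the same edgeR test. Over all alternatives the adjusted p of Wdr11 ranged from 0.0167 to 0.733.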

While tumors with enforced WDR11 expression induced a different overall gene expression pattern compared to G3 MBs, the biological replicates showed good concordance with some degree of variability (Supplementary Figure 1). 

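Principal component analysis was run on the log2 CPM of the 14517 genes with an average log2 CPM above 0, centred and not scaled. Component 1 held 47.9% of the variance, component 2 held 36.0% and component 3 held 8.15%. The score on component 1 was −21.4 ± 24.4 (SD, n = 3) in control tumors and 16.1 ± 55.6 (SD, n = 4) in WDR11OE tumors (two-sided exact permutation test, p = 0.343). WDR11OE replicates 1 and 2, at 67.6 and 55.6, and replicate 4, at −50.9, lay at its opposite ends, and control replicate A, at −44.2, lay beside replicate 4. The score on component 2 was 38.5 ± 14.0 (SD, n = 3) in control tumors and −28.9 ± 22.4 (SD, n = 4) in WDR11OE tumors, and the groups did not overlap (two-sided exact permutation test, p = 0.0286, Benjamini-Hochberg adjusted p = 0.0857 over the 3 components). With every gene scaled to unit variance, component 1 separated the groups instead, and the difference between the group means on it was 157 (two-sided exact permutation test, p = 0.0286).

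Pearson correlations of log2 CPM between tumors were taken across the same genes, which are not independent replicates. They were between 0.961 and 0.981 for the 3 pairs of control tumors, between 0.895 and 0.994 for the 6 pairs of WDR11OE tumors, and between 0.896 and 0.952 for the 12 pairs of one control and one WDR11OE tumor. The lowest correlation within the WDR11OE group, between replicates 1 and 4, was therefore no higher than the lowest between the groups. Replicates 1 and 2 gave the highest correlation. The titles of these 2 samples share a number that those of replicates 3 and 4 do not, and the paper's text does not explain it. The tests treated all 4 WDR11OE tumors as independent. Across pairs within a group the counts differed by far more than sampling noise, with a chi-square per degree of freedom of at least 44.7 in control and 23.2 in WDR11OE, so no library was a copy of another.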

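Calls were made as the paper defines them, at an adjusted p under 0.05, a change of at least 2-fold and an average log2 CPM above 0. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 584 genes were lower and 381 genes were higher in WDR11OE tumors, and 5525 genes differed at any fold. The log2 CPM of the 2 groups did not overlap in 572 of the lower and 377 of the higher calls. Among all genes above the expression limit, 3158 were lower and 3612 were higher without overlap, which is 46.6% of them, where chance gives 5.71%. The limma-voom test that the paper names gave 581 lower and 368 higher genes. Of the 970 genes in the paper's own list, 968 entered the edgeR test, 968 changed in the same direction as in the paper, and 953 had an adjusted p under 0.05. The paper's lower genes included 557 of the edgeR calls and its higher genes included 328. The counts moved most when the test itself was made against a 2-fold change with edgeR's glmTreat, which called 26 lower and 33 higher genes. The log2 fold change fell with the GC content of the exons, with a Spearman's rho of −0.40 across 13092 protein-coding genes, which are not independent replicates. Removing this trend left 476 lower and 291 higher calls, of which 401 and 239 were also calls without the correction.

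The lower call with the smallest p was mmu-mir-2134-4, at 1268 ± 84.4 CPM (SD, n = 3) in control and 85.3 ± 15.1 CPM (SD, n = 4) in WDR11OE tumors, and its log2 fold change was −3.89 (standard error 0.16, adjusted p = 0.000271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The copy mmu-mir-2134-1, whose reads the counting could have split with it, had a log2 fold change of −4.13. Med25 (log2 fold change −1.03) and Foxf2 (log2 fold change −2.64) were also among the 5 lower calls with the smallest p, with an adjusted p = 0.000858 for each from the same edgeR test. The higher call with the smallest p was Thoc1, on chromosome 18 of NCBIM37 from 9958178 to 9995482. It rose from 50.7 ± 1.18 CPM (SD, n = 3) to 101.8 ± 2.00 CPM (SD, n = 4), a log2 fold change of 1.00 (standard error 0.05, adjusted p = 0.000637 from the same edgeR test) that was 0.48 once the GC trend was removed. Gm8430, a pseudogene whose reads the counting could have shared with its parent gene, and the small RNA gene SNORA12 had log2 fold changes of 1.07 and 1.46.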

Differential expression analysis identifies 624 genes down-regulated and 346 genes up-regulated at least 2-fold (Figure 4a, 4b, Supplementary Table 4, FDR < 0.05). Gene set enrichment analysis showed that genes in the KEGG WNT signaling pathways were down-regulated in tumor cells overexpressing WDR11 (Figure 4c, 4d, Supplementary Figure 2, Supplementary Table 5). 

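The genes of the WNT pathway were taken from the map in Supplementary Figure 2 and from Figure 4d, a list of 151 genes of which 126 had an average log2 CPM above 0. The paper chose the genes of Figure 4d from these tumors. Where the map alone would not have given such a gene, the results of the whole list are in part circular. A preranked enrichment by fgsea, on the signed square root of edgeR's quasi-likelihood F, gave a normalized enrichment score of −2.25 (two-sided permutation of genes, p = 0.00019, close to the smallest that 10000 permutations give, and 0.00066 after Benjamini-Hochberg adjustment over 19 lists). Permuting genes takes no account of how pathway genes vary together between tumors. limma's camera test, which estimated a correlation of 0.0201 between the pathway's genes, gave a p-value of 0.0153 and an adjusted p = 0.145 over the same lists. The median log2 fold change of the list was −0.25, outside the range of −0.08 to 0.16 that held 95% of 10000 random lists matched on expression. Of the 126 genes, 92 were lower and 34 were higher in WDR11OE tumors. With adjustment over all genes tested, 49 lower and 10 higher genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 54 lower and 10 higher genes did so with adjustment over the list alone.

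The list includes 54 tested genes that Figure 4d shows as the leading edge, which the paper chose from these tumors. All 54 were lower, 48 of them at an adjusted p under 0.05 by the same edgeR test, and their median log2 fold change was −0.67. Of the 72 tested genes outside Figure 4d, 38 were lower and 34 were higher, and their normalized enrichment score was 1.03 (two-sided permutation of genes, p = 0.400). Because the lowest genes of the pathway had been taken out to make this group, its score was bound to be higher and does not test the pathway. Among the other alternatives the score moved most with weight 0, to −3.85. The leading edge of the −2.25 score held 54 genes, and 53 of them are in Figure 4d, which was drawn from the same tumors. Tcf7l1 (ENSMUSG00000055799), on chromosome 6 of NCBIM37 from 72576372 to 72739248, had the lowest log2 fold change of the list. It was measured at 35.9 ± 2.41 CPM (SD, n = 3) in control and 8.09 ± 1.48 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of −2.15 (standard error 0.15, adjusted p = 0.000858 from the same edgeR test), and its groups did not overlap (two-sided exact permutation test, p = 0.0286).

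**Figure D1:**
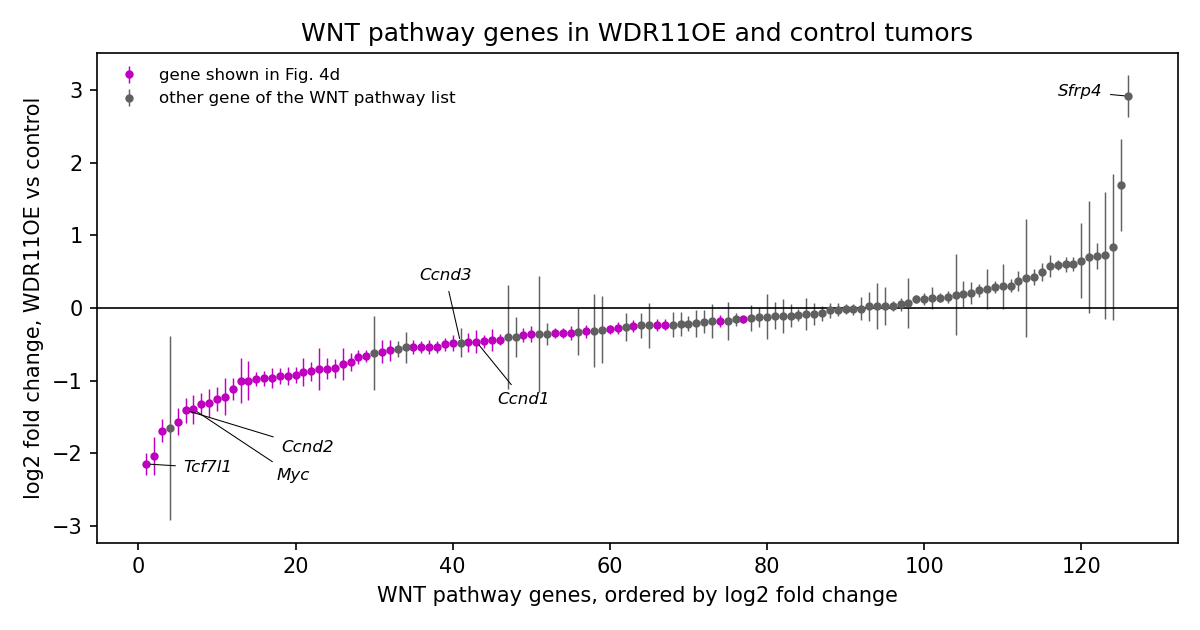
Log2 fold change between WDR11OE and control tumors (vertical axis) of the 126 WNT pathway genes, ordered from the lowest to the highest (horizontal axis), with bars of one standard error in each direction. The 54 genes shown in Fig. 4d all lie under 0, and the 72 other genes lie on both sides, from Sfrp4 at 2.92 down.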

The genes in the leading edge of the GSEA included *Myc*, *Ccnd1* and *Ccnd2* (Figure 4e), consistent with the delay in tumor development in mice harboring G3 MB overexpressing WDR11.

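Myc (ENSMUSG00000022346) lies on chromosome 15 of NCBIM37 from 61816946 to 61821929. It was measured at 914 ± 169 CPM (SD, n = 3) in control and 347 ± 75.5 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of −1.40 (standard error 0.20, adjusted p = 0.00227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap (two-sided exact permutation test, p = 0.0286). The paper's tumorsphere lines carry Myc on a retrovirus, and the counts do not separate transcripts of that copy from those of the mouse gene. With each tumor left out in turn, the log2 fold change of Myc stayed between −1.56 and −1.24.

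Ccnd2 (ENSMUSG00000000184), on chromosome 6 from 127075797 to 127101066, was measured at 342 ± 70.3 CPM (SD, n = 3) in control and 129 ± 22.4 CPM (SD, n = 4) in WDR11OE tumors. Its log2 fold change was −1.41 (standard error 0.17, adjusted p = 0.00151 from the same edgeR test), and the groups did not overlap (two-sided exact permutation test, p = 0.0286). Ccnd1 (ENSMUSG00000070348), on chromosome 7 from 152115836 to 152125774, was measured at 169 ± 34.2 CPM (SD, n = 3) in control and 123 ± 16.0 CPM (SD, n = 4) in WDR11OE tumors. Its log2 fold change of −0.46 (standard error 0.16) did not pass the threshold (adjusted p = 0.0618 from the same edgeR test), and the groups overlapped, with 131 CPM in control replicate A against 139 CPM in WDR11OE replicate 1 (two-sided exact permutation test, p = 0.114). DESeq2's Wald test gave Ccnd1 an adjusted p = 0.0220, and over all alternatives it ranged from 0.00468 to 0.215. Over the 4 genes of Figure 4e, Benjamini-Hochberg adjustment of the exact permutation tests gave 0.0571 for Myc and Ccnd2 and 0.114 for Ccnd1. In the ranking from the lowest statistic upward, Ccnd2 was at place 390, Myc at 640 and Ccnd1 at 2781 of 14517 genes, all within the leading edge. The paper names Myc, Ccnd1 and Ccnd2 in the leading edge and sets this beside the delay in tumor development in mice harboring G3 MB overexpressing WDR11.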

**Figure 4:**
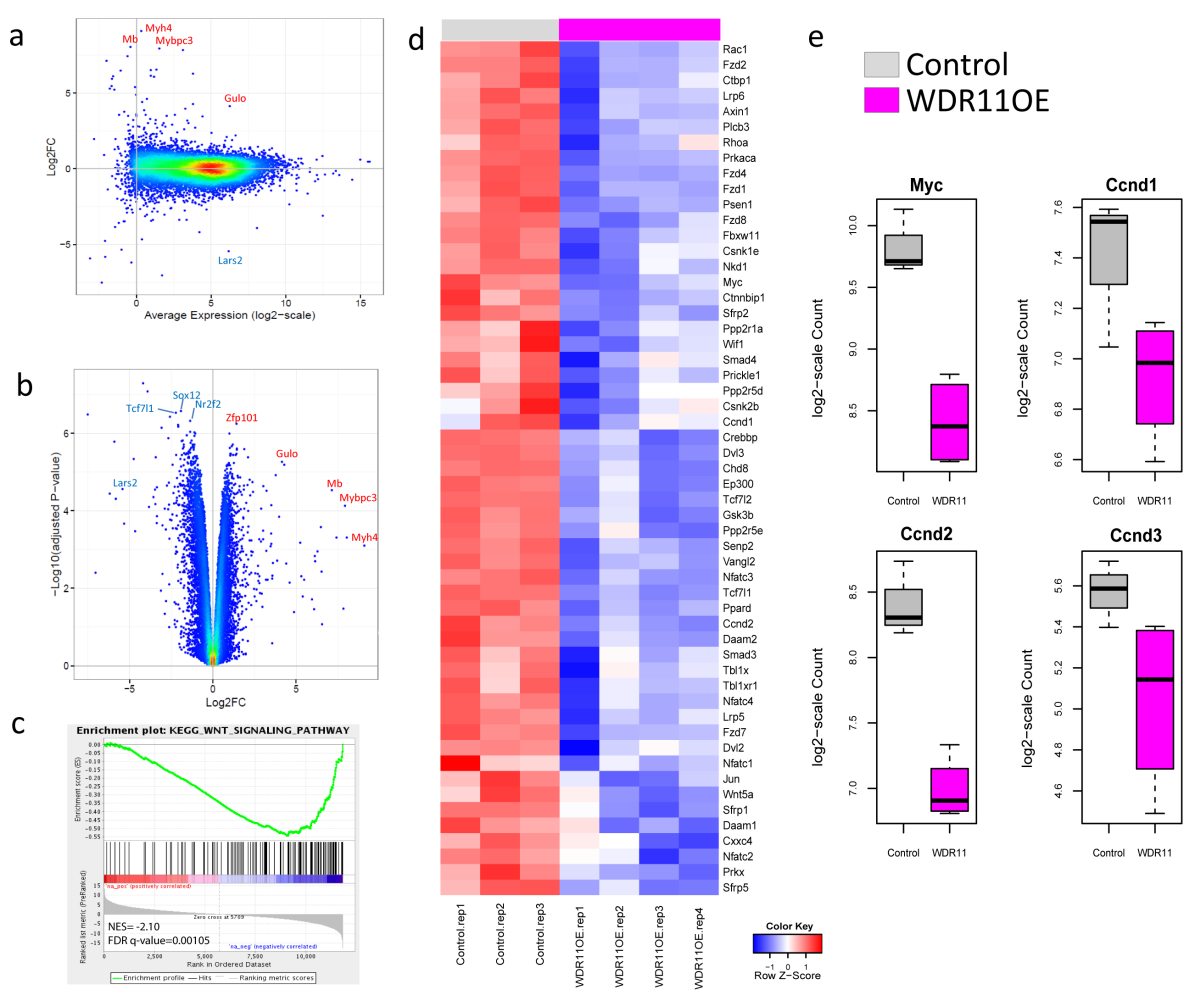
Over-expression of WDR11 induces down-regulation of WNT signaling **a.** and **b.** M-A (log2FC *vs* Average Expression) plot and volcano plot (-log10 adjusted p-value against log2FC) for the comparison of *WDR11* overexpressing mouse G3 MB cells *vs* those only carrying the empty vector; **c.**, WNT signaling pathway is down-regulated in the *WDR11* overexpressing cells through GSEA; **d.**, heatmap showing the expression of genes in the leading edge of the WNT signaling pathway; **e**., expression of *Myc*, *Ccnd1*, *Ccnd2* and *Ccnd3* in mouse Group3 MB with and without WDR11 over-expression.

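Among the genes named in Figure 4a and 4b, Lars2 (ENSMUSG00000035202), on chromosome 9 of NCBIM37 from 123276058 to 123371782, had the lowest log2 fold change. It was measured at 804 ± 587 CPM (SD, n = 3) in control and 14.7 ± 2.27 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of −5.78 (standard error 0.63, adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control replicate A had 195 CPM and control replicate C had 1366 CPM. The last exon of Lars2 shares sequence with Gm15564 and AA474408, between which the counting could have split reads. Gm15564 had a log2 fold change of −7.42, while AA474408, at −0.49, did not fall by a similar fold. Sox12 (ENSMUSG00000051817) fell from 98.3 ± 9.27 CPM (SD, n = 3) to 26.7 ± 2.74 CPM (SD, n = 4), a log2 fold change of −1.88 (standard error 0.10, adjusted p = 0.000637 from the same edgeR test), and its WDR11OE replicate 3 stood apart from the others of its group. Nr2f2 (ENSMUSG00000030551) fell from 45.1 ± 0.729 CPM (SD, n = 3) to 18.1 ± 1.81 CPM (SD, n = 4), a log2 fold change of −1.32 (standard error 0.09).

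Gulo (ENSMUSG00000034450) rose from 15.5 ± 4.71 CPM (SD, n = 3) in control to 270.8 ± 91.4 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of 4.13 (standard error 0.37, adjusted p = 0.000974 from the same edgeR test). Zfp101 (ENSMUSG00000055240) rose from 19.9 ± 0.944 CPM (SD, n = 3) to 53.9 ± 3.32 CPM (SD, n = 4), a log2 fold change of 1.44 (standard error 0.08). Myh4 (ENSMUSG00000057003) was at 0.0556 ± 0.0963 CPM (SD, n = 3) in control and at 21.7 ± 11.6 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of 8.57 (standard error 1.02). Only control replicate A had counts of Myh4, 6 in all. With any other tumor left out the log2 fold change lay between 7.93 and 8.76, and without control replicate A the fold can be given only as a lower bound. Mybpc3 (ENSMUSG00000002100) was at 0.121 ± 0.0653 CPM (SD, n = 3) in control and at 31.9 ± 10.0 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of 7.97 (standard error 0.44). Mb (ENSMUSG00000018893) had a count of 0 in each control tumor and 2.52 ± 1.56 CPM (SD, n = 4) in WDR11OE tumors, so it was at least 27.4-fold higher than the level at which 3 counts would have been seen. These 3 genes were higher in WDR11OE tumors, as were other markers of muscle. Among the WDR11OE tumors, Mb (4.78 CPM) and Myh4 (36.2 CPM) were highest in replicate 3. Mybpc3 was highest in replicate 1 (46.1 CPM) and lowest in replicate 3 (24.4 CPM). The groups did not overlap for any of these 8 genes labelled in Figure 4a and 4b, and a two-sided exact permutation test gave p = 0.0286 for each.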

## DISCUSSION

In the past few years, human MBs have been extensively characterized at the molecular level by whole genome sequencing, exome sequencing, gene expression profiling and DNA methylation array [8, 10, 11, 31, 34]. These studies highlighted the paucity of somatic mutations found in MB and the complete absence of mutations in a large proportion of tumors, particularly in G3 and G4 MBs that represent the majority of tumors. The mutation burden from the current MB mouse models was even lower than that reported in human MBs. A possible explanation for the lower mutation burden is that mouse tumors are established in a *Trp53*-null background and either MYC overexpression in G3 MBs, *PTCH1* mutation in SHH MBs or *B-CATENIN* mutation in WNT MBs, all of which are found in corresponding human MB subgroups and sufficient to induce tumor development thus negating the requirement for additional driver mutations. Nevertheless, spontaneous mouse models of WNT and SHH and orthotopic models of G3 MB take 2-3 months to develop suggesting that additional mutations might be required to induce a full blown tumor.

One further question is whether the identified secondary mutations in mouse MBs match to the human MBs with similar background? In this study, we identified one *Kmt2d* nonsense mutation in the WNT subgroup. Remarkably, it has been reported that human WNT MBs also frequently harbor *KMT2D* nonsense or frameshift mutations, accounting for 16% of MB patients [30]. However, due to the limited sample size, we didn’t observe any shared mutations between human and murine SHH MBs. We previously analyzed and published chromosomal anomalies in orthotopic mouse SHH medulloblastoma derived from primary granule progenitors and found similar genomic alterations between mouse and human SHH MBs suggesting that these mouse models accurately model the human tumors [17, 35]. In future studies with additional samples and different types of data such as copy number, it will be interesting to evaluate other hallmark mutations.

Among the mutations identified in the mouse models of MB, epigenetic regulators appeared enriched compare to mutations in other biological pathways. In addition to *Kmt2d*, another mutated epigenetic histone modification gene was *Smyd1*, a histone methyltransferase that contains two known functional domains: MYND domain (myeloid translocation protein 8, Nervy, DEAF1) responsible for histone deacetylase-dependent transcriptional repression, and a SET domain [Su(var)3-9,enhancer-of-zeste,trithorax] that confers histone methyltransferase activity [32, 33]. *Smyd1* has been reported to regulate endothelial cells [36] and skeletal muscle [37] and to be mutated in an indolent B cell non-Hodgkin lymphoma [38] but not in brain tumors or in cerebellar development. This suggests that either *Smyd1* has a redundant function with other histone methyltransferases that compensate for its loss of function, or that this mutation is a passenger rather than a driver event. Indeed, in human MBs, inactivating mutations have been observed for *KTM2B, KTM2C, KTM2D* and *SETD2*, but not for other histone methyltransferases including *SMYD1* [8, 10, 11, 31, 34].

Interestingly, the murine G3 MB carrying a mutant Smyd1 had a shortened life-span (Supplementary Table 3). In addition to *Smyd1* mutation, this MB also carries mutation in three other genes (*Lrfn2*, *Ubn2* and *Wdr11*). These genes belong to families that were previously found to be involved in neuronal development or chromatin-remodeling [39-42]. Since these mutations were expected to be deleterious, this suggested that they may have tumor suppressor activity and that enforced expression of the wild type gene would suppress G3 MB progression. Indeed, enforced expression of wild-type *WDR11* (but not *LRFN2*, *Ubn2*, *Smyd1*) hindered G3 MB development, which is in-line with our hypothesis about its tumor suppressor activity. 

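Ccnd3 (ENSMUSG00000034165), the remaining D-type cyclin, lies on chromosome 17 of NCBIM37 from 47642000 to 47736632. In the RNA-seq it was measured at 47.2 ± 5.13 CPM (SD, n = 3) in control and 33.9 ± 8.33 CPM (SD, n = 4) in WDR11OE tumors. The log2 fold change was −0.48 (standard error 0.20) and did not pass the threshold (adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control tumor with the lowest value had 41.6 CPM and the WDR11OE tumor with the highest had 41.0 CPM, so the groups were next to each other without overlapping (two-sided exact permutation test, p = 0.114). With the trend on GC content removed, the log2 fold change of Ccnd3 was −0.19 (adjusted p = 0.539 from the same edgeR test). It was −0.65 (adjusted p = 0.00133 from the same edgeR test) with neuron markers as a covariate, a setting chosen after seeing the data. Ccnd3 was outside the leading edge of the WNT pathway score.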

Over-expression of *WDR11* resulted in the down-regulation of WNT signaling pathway and regulators of G1 progression including *Myc* and D-type cyclins, Ccnd1,2 and 3 consistent with the delay in tumor development and increased survival.

*WDR11*, previously named *BRWD2* and then revised to *WDR11* due to the lack of bromodomains, is co-localized with *FGFR2* in tail-to-tail manner on chromosome 10q26 [43]. *WDR11* is a member of the WD-repeat gene family and ubiquitously expressed in normal brain and glial tumors [43]. The WD-repeat superfamily of proteins are found in all eukaryotes and implicated in a wide variety of functions including apoptosis, its loss of function would increase proliferation [44, 45]. While the exact function of WDR11 function is unknown, the proteins in that family have been found to be involved in many biological processes. Structural analysis revealed 12 WD domains in WDR11, nine of them form two β propellers. WDR11 co-localizes and interacts with EMX1, a homeodomain transcription factor that participates in the development of the central nervous system during early development of the brain [46], and missense mutations disrupting EMX1-binding in WDR have led to Kallman Syndrome, a genetic condition causing puberty failure [39]. 

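Mouse Wdr11 lies on the plus strand of chromosome 7 of NCBIM37 from 136735377 to 136779252, and the annotation gives it 8 transcripts. The site is coding in 1 of them, ENSMUST00000084519, which has 29 exons, 3669 coding bases and 1223 residues. Codon 46 of this transcript, at 136736539 to 136736541, lies in exon 2, which extends from 136736490 to 136736601. The reference codon is ATC for isoleucine, and ACC for threonine differs from it at base 2 of the codon, at position 136736540, as T137C when positions are counted from 1 at the first coding base. The reference sequence around the site, from 136736525 to 136736555, is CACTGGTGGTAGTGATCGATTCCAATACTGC. The site is 50 bases from the start and 61 bases from the end of the exon. These positions come from the reference alone and no tumor's sequence was read.

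**Figure D2:**
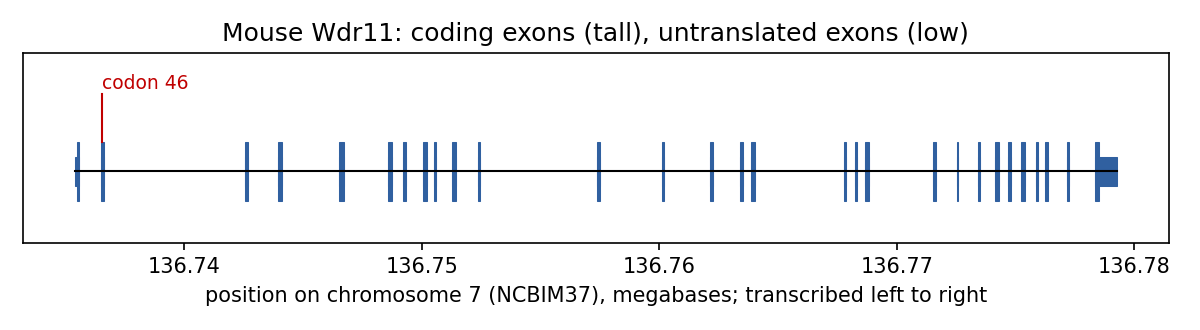
Map of mouse Wdr11 on chromosome 7 of NCBIM37 (horizontal axis, position in megabases), with the 29 exons of ENSMUST00000084519 as boxes, tall where coding and low where untranslated, transcribed from left to right. Codon 46 sits in exon 2, close to the start of the gene.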

The MB mouse mutation is a missense SNV that changes codon 46 from isoleucine to threonine. The site is evolutionarily conservative across mammals. *WDR11* was previously found to be mutated in one human MB [11] (Table 1). Another study also found WDR11 to be a tumor suppressor in glioblastoma (GBM) in which *WRD11* located on chromosome 10q26 [43], is inactivated in a balanced reciprocal translocation t(10;19) in a region that show frequent loss of heterozygocity (LOH) in GBMs. As the cost decreases, sequencing genetically engineered mouse tumors is becoming an effective approach to identify additionally acquired driver mutations, which might be shared by human and mouse tumors and help unveil the common molecular mechanisms of cancer [5]. However, somatic mutation calling remains a challenge, especially when the matched normal DNA is unavailable. Even for inbred CD1 *nu/nu* mouse strains, the real genetic background are often found to be surprisingly complex [4], which could not be resolved by simply filtering out common SNPs. In the current analysis, we developed a robust germline filtering pipeline using publicly available whole-genome sequencing data of 18 common laboratory strains. In addition to filtering out SNPs identified from these strains, we also checked the raw sequencing data for the weak evidence of any mutation calls being present, which helped remove germline SNPs in difficult regions such as the ones with low coverage or poor quality. Our extensive germline filtering process allowed us to reduce the mutation list to a manageable size with good validation rate. However, it is also possible that real mutations might have been accidentally excluded due to potential over-filtering. In the future, it is still preferred to have a matched normal sample available for somatic mutation calling.

In conclusion, our experiments highlight the differences in number and identify of the somatic mutations found between human and mouse tumors despite their similarity in pathology and gene expression pattern. We also identified Wdr11 as a putative tumor suppressor in Group3 MB.

## MATERIALS AND METHODS

### Animal husbandry

*[Ptch1+/-;Trp53-/-, Cdkn2c-/-]*, *[Ptch1+/-;Trp53-/-, Cdkn2c-/-]* (Uziel et al., 2005) and *[Blbp-Cre;Ctnnb1+/lox(Ex3); Tp53flx/flx]* (Gibson et al., 2010) mice develop spontaneous Shh and Wnt MBs. Mouse G3 MBs were generated by orthotopic transplantation of granule neuron progenitors (GNPs) purified from cerebella of 7 days old, P7, *Trp53-/-; Cdkn2c-/-* mice infected with Myc-encoding retroviruses into the cortices of 6-8- week-old CD-1 *nu/nu* mice (Charles River Laboratories), as previously described [19]. Mice were housed in an accredited facility of the Association for Assessment of Laboratory Animal Care in accordance with the NIH guidelines. The Institutional Animal Care and Use Committee of SJCRH approved all procedures in this study.

### Exome-capture and illumina sequencing

Genomic DNA was extracted from mouse Shh and Wnt spontaneously occurring tumors and G3 orthotopic MBs using the Qiagen DNAeasy kit. DNA samples were submitted to the Pediatric Cancer Genome Project Validation Lab for exome sequencing. Paired end sequencing reads have been mapped to mouse reference genome mm9 assembly. The mapping statistics was obtained from ‘samtools’ and the coverage statistics was obtained *via* an in-house coverage analysis pipeline (*covsum*) based on the RefSeq annotation of gene coding region.

### Identification of somatic mutations in mouse and mapping to human

Putative sequence variants including SNVs and indels were initially detected by running paired analyses using variation detection module of Bambino [29] with the following parameters: -min-flanking-quality 15 -min-alt-allele-count 2 -min-minor-frequency 0 -broad-min-quality 10 -mmf-max-hq-mismatches 15 -mmf-min-quality 15 -mmf-max-any-mismatches 20 -unique-filter-coverage 2 -min-mapq 1. A putative somatic sequence mutation was collected based on the following criteria: (1) Fisher’s exact test *P* value indicates that the number of reads harbouring the non-reference allele is significantly higher in tumour; (2) the non-reference allele frequency in tumour is > = 10%; Substitution variants are classified into four categories based on combination of their *P* value and sequence quality scores: High quality, high *P* value; high quality, low *P* value; low quality, high *P* value; low quality, low *P* value. *P* value refers to the *P* value of Fisher’s exact test comparing the distribution of the alternative allele in tumour and normal. High *P* value, *P* < 0.05; low *P* value, 0.05 < *P* < 0.10. A final review process re-maps and re-aligns the reads harbouring the non-reference allele to the reference genome to filter potential false positive calls introduced by mapping in repetitive regions and alignment artefacts. For putative somatic indels, the review process re-aligns all reads in tumour and normal at the indel site to a mutant allele template sequence constructed by substituting the wild-type allele with the indel. Presence of reads in normal sample that cover the mutant allele is considered a germline variant. Mouse gene symbols were converted to human ortholog gene symbols by using table “Orthology - Human *vs*. Mouse” from Mouse Genome Informatics (MGI), The Jackson Laboratory [47]. Gene symbols were mapped to geneID and RefSeq accession using “gene_info” and “gene2refseq” downloaded from NCBI (downloaded 04/29/2011). Afterwards, each mouse mutant variant was mapped to its human ortholog mRNA by running a local Blast to determine corresponding human mutation location.

To filter out germline SNPs, we first excluded any SNPs in public mouse germline SNP databases including: dbSNP build 128 [48], 18 common laboratory strains SNPs by The Wellcome Trust Sanger Institute [30], and Center for Genome Dynamics Mouse SNP Database from The Jackson Laboratory [49]. Afterwards, the remaining SNV calls were directly compared with the normal BAM files of the eighteen common laboratory strains by the Sanger Institute [30]. Putative mutations present in any of the eighteen strains were considered as non-somatic and excluded from further analyses. Remaining predictions were manually reviewed. Small insertions and deletions (indels) were identified in a similar manner. Overall, a total of 213 putative mutations, consisting of 207 SNVs and six Indels, were predicted and were sent for experimental validation.

### Validating the somatic mutations with non-tumor mice

Putative somatic SNVs and indels went through experimental validation using either amplicon-based MiSeq or Sanger sequencing (Figure 1a). Since the matched germline DNA was not available, we used all available mice of common ancestors for the validation experiment. Mutations present in any of these control mice were considered as non-somatic. After excluding one uncovered mutation in the validation experiment, the validation rate for the remaining 212 predictions was 30% (64/212). The highest cause of false predictions was germline events, which accounted for 41% (88/212). After all, we identified and validated 62 somatic SNVs and two indels (Supplementary Table 2).

### Subcloning of cDNAs and lentivirus production

The available murine and human cDNAs for the four genes of interest were purchased, amplified by polymerase chain reaction, and subcloned into pCDH cDNA cloning lentivectors (Systems Biosciences): human *LRFN2* (Accession No. BC142616, Clone ID 40147341; GE Dharmacon); mouse *Smyd1* (Accession No. BC076601, Clone ID 30609878; GE Dharmacon); mouse *Ubn2* (Accession No. BC051458, Clone ID 6468017; GE Dharmacon) and human *WDR11* (NM_018117; OriGene, SC113680). The homology between the human and mouse amino acid sequences of these genes were 95, 94, 90 and 94 percent, respectively. The cDNAs were amplified by PCR using the following primer sequences:. *LRFN2*_XbaI_F-TTCTAGAGTGACCAGACCATGGAGAC; *LRFN2*_NotI_R-TTGCGGCCGCGACCGTGCTCTCC ATCACCC; *Smyd1*_XbaI_F-ATTCTAGAGACTC TGAGATGACAATAGG; Smyd1_Not_R-TCGCGGCCGCGCTCCCCAGCCAC;

*Ubn2*_XbaI_F-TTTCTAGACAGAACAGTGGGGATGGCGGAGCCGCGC; *Ubn2*_NotI_R-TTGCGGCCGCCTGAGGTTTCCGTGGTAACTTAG; *WDR11*_XbaI_F-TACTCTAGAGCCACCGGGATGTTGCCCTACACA; *WDR11*_NotI_R-TTGCGGCCGCCTCTTCAATGGGTT

Wild type cDNAs of interest were subcloned into pCDH-EF1-MCS-T2A-copGFP (CD521A-1) and/or pCDH1-CMV-MCS-EF1-RFP (CD512B-1) using *XbaI* and *NotI*. The resulting lentiviral vectors were named: pCDH-EF1-LRFN2-T2A-copGFP, pCDH-EF1-Smyd1-T2A-copGFP, pCDH-EF1-Ubn2-T2A-copGFP, pCDH-EF1-WDR11-T2A-copGFP; pCDH1-CMV-LRFN2-EF1-RFP and pCDH1-CMV-Smyd1-EF1-RFP. High titer lentiviruses were produced transiently in 293T as previously described [50].

### Tumor sphere cultures, lentivirus infection, orthotopic transplants and tumor harvest

Mouse G3 MBs were grown as tumorspheres as previously described [19]. G3 MB tumorspheres # 19568 and #19251 were derived from tumors that developed in CD1nu/nu mice implanted with cerebellar granule neuronal progenitors transduced with MSCV retroviruses expressing Myc and the green fluorescent protein (GFP) from an internal ribosomal entry site (IRES) (Myc-IRES-GFP). G3 MB tumorsphere # 9728 was derived from tumors explanted from mice implanted with cerebellar granule neuronal progenitors transduced with MSCV retroviruses expressing Myc and the cyan fluorescent protein (CFP) from an internal ribosomal entry site (IRES) (Myc-IRES-CFP). Tumorspheres were derived from each of the three tumors and grown in N2, B27, EGF and FGF supplemented neurobasal medium (“complete tumorsphere medium”0, as previously described [19]. Tumorspheres were dissociated and infected six times over a 2-day period in virus collection media supplemented with N2, B27, EGF and FGF. The following day, infected tumorspheres were suspended in Matrigel (BD Bioscience, San Jose) at a concentration of 100,000 tumorspheres/5µl Matrigel and transplanted into the cortices of CD1-*nu/nu* mice, as described previously [19, 51]. Infection efficiency was analyzed using flow cytometry for RFP or GFP expression. In all cases, lentiviral infection efficiency ranged from 40-80%. After transplant of virus-infected tumorspheres, mice were examined daily for symptoms of sickness (doming of the head, ataxia or reduced activity). When mice became moribund, tumors were isolated and grown on a coverslip embedded in a 1:2 ratio (Matrigel: complete tumor sphere media) for 48 hours to allow for sphere formation and fixed in 4% paraformaldehyde for 15 minutes at room temperature followed by 3 rinses in PBS prior to immunofluorescence staining. Tumor chunks or cell pellets were also collected and stored at -80^◦^C.

### RNA extraction and quantitative real-time PCR

Total RNAs from tumorspheres and tumor chunks were extracted, reverse transcribed, and quantitative real-time PCR (qRT-PCR) for the following transcripts was conducted in accordance with manufacturer’s instructions using TaqMan RNA-to-Ct 1-step kit (ABI, 4392938) and TaqMan Gene Expression Assays [ABI, 43321182 with assay ID numbers of 4310893E (18s), Hs00608584_m1 (*LRFN2*), Mm00477663_m1 (*Smyd1*), Mm00723981_m1 (*Ubn2*), Hs00608584_m1 (*WDR11*)]. Relative levels of transcripts were quantified in triplicate. Ct values were normalized to *18s* and to parent tumor sphere culture (relative value = 1).

### Transcriptome sequencing and analysis

Total stranded RNA sequencing data were generated and mapped against mouse genome assembly NCBIM37.67 using the StrongArm pipeline described previously. Four murine G3 tumor samples overexpressing human WDR11 and three mouse G3 MB tumors expressing the empty vector control were characterized. The gene level quantification values were obtained with HT-seq [52] based on GENCODE annotation and normalized by TMM method with ‘EdgeR’ package [53]. Differential expression analysis was performed in ‘voom’ method in R ‘limma’ package [54]. Gene set enrichment analysis was carried out using GSEA with MSigDB [55].

### Immunofluorescence and confocal microscopy

Tumorspheres were stained with antibodies to LRFN2 (Millipore, 1:250), SMYD1 (abcam, 1:250), UBN2 (Abgent, 1:250) or WDR11 (abcam, 1:250) and GFP or RFP (Abcam, 1:500). Tumorspheres were nuclear counterstained using DAPI or TO-PRO^®^-3 and immunostained cells were imaged using confocal microscopy. Images were acquired using a Zeiss 510 Meta point scanning confocal/multiphoton microscope equipped with 20X dry [0.8 numerical aperture (NA)], 40X oil immersion (1.3 NA) and 60X oil immersion (1.4 NA) objectives. The Argon single photon excitation laser was used to detect GFP at 488 nm, while the Helium/Neon laser detected RFP and AF594 at 543 nm and AF647 and TO-PRO^®^-3 at 633 nm. A femtosecond pulsed laser was used to excite and detect DAPI and CFP. 1024 x 1024 pixels optical sections were acquired (averaged four times) using the Zen 2009 software (version 5.5.0.433).

### Statistical analysis

The Kaplan-Meier method was used to calculate the significance of mouse survival. Statistical analyses were performed in the GraphPad Prism software version 6.0.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

DNA: Deoxyribonucleic Acid
WNT: Wingless
SHH: Sonic Hedgehog
GSEA: Gene Set Enrichment Analysis
MB: medulloblastoma
G3: Group 3
GEMM: genetically engineered mouse models
NGS: Next-generation sequencing
WES: Whole-exome sequencing
MBS: Sonic hedgehog subgroup-specific murine medulloblastoma model
MBW: Wnt subgroup-specific murine medulloblastoma model
MBM: G3 subgroup-specific murine medulloblastoma model
mm9: University of California Santa Cruz mouse genome browser mm9 assembly
SNVs: Single nucleotide variations
cDNA: Complementary DNA
RFP: Red fluorescent protein
CFP: Cyan fluorescent protein
GFP: Green fluorescent protein
N2: N-2 supplement
B27: B-27 serum-free supplement
EGF: Epidermal growth factor
FGF: Fibroblast growth factor
PBS: Phosphate buffered saline
RNA: Ribonucleic acid
qRT-PCR: Quantitative real-time polymerase chain reaction
DAPI: 4’,6-Diamidino-2-Phenylindole (CAS name: 1H-Indole-6-carboximidamide, 2- [4-(aminoiminomethyl)phenyl]-, dihydrochloride)
TO-PRO^®^: CAS name: Quinolinium,4- [3-(3-methyl-2(3H)-benzothiazolylidene)-1-propenyl]-1- [3-(trimethylammonio)propyl]-, diiodide
NA: Numerical aperture

# Supplementary material for: Exome sequencing analysis of murine medulloblastoma models identifies WDR11 as a potential tumor suppressor in Group 3 tumors
**Source:** Oncotarget. 2017 Jul 27;8(39):64685–97. doi: 10.18632/oncotarget.19642
**Supplement:** Supplementary file 1

## Exome sequencing analysis of murine medulloblastoma models identifies WDR11 as a potential tumor suppressor in Group 3 tumors

### SUPPLEMENTARY MATERIALS

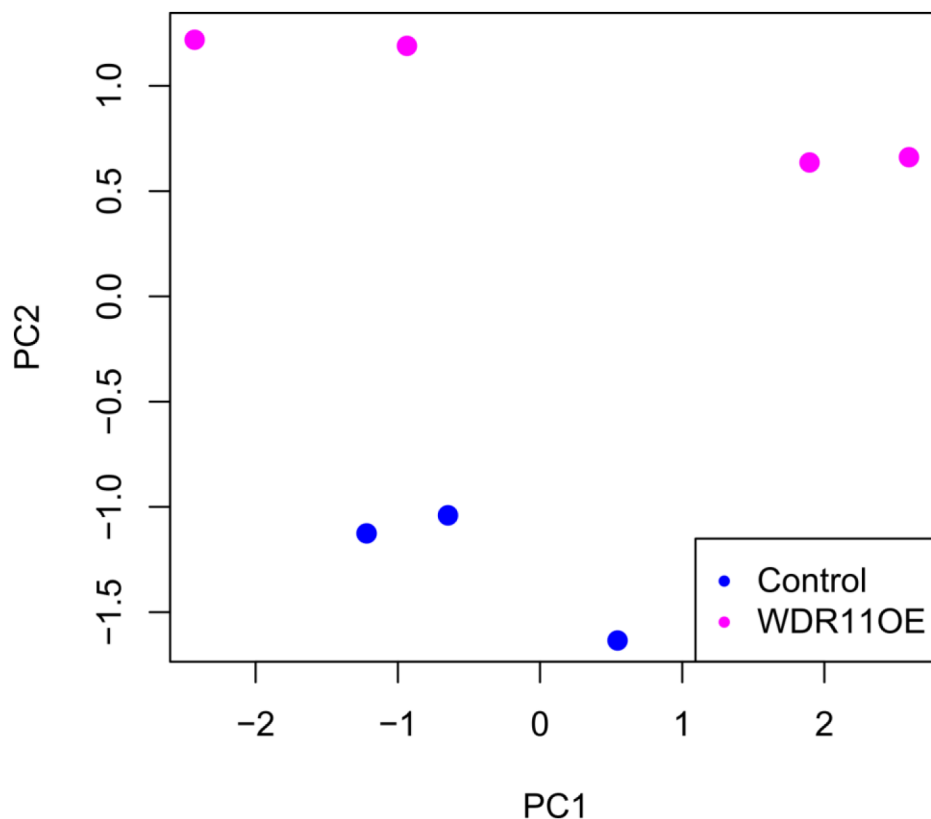

**Supplementary Figure 1: Principal component analysis of the gene expression of mouse Group3 MBs with or without enforced expression of WDR11 by the RNA-Sequencing.**

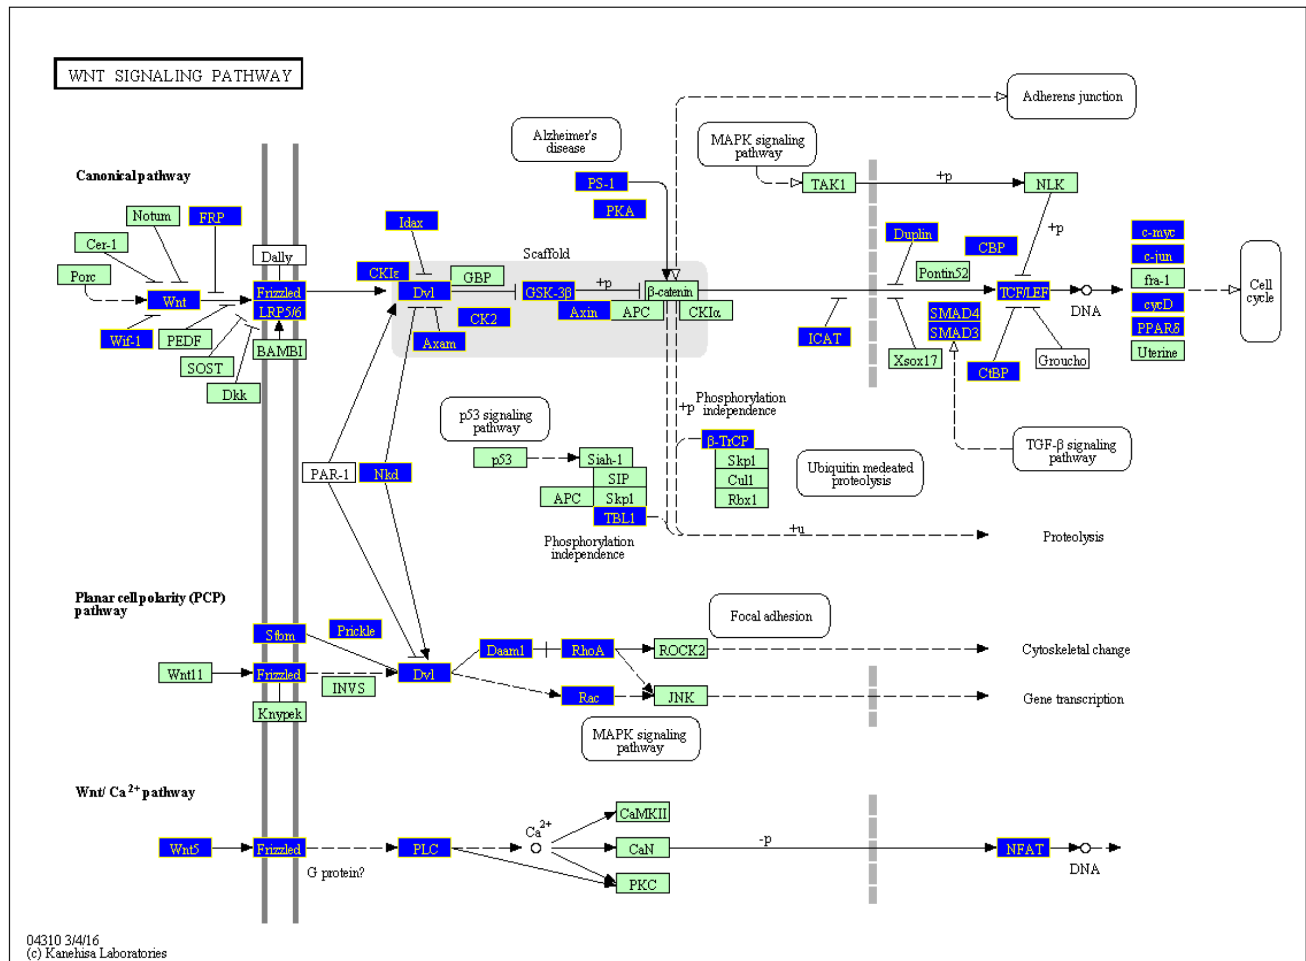

**Supplementary Figure 2: Global down-regulation of the WNT signaling pathway.** Downregulated genes were highlighted in blue boxes using KEGG Mapper.

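KEGG Mapper colors the boxes of a pathway map, and a box can stand for several genes of a family, so a colored box does not say how many of its genes changed. Secreted antagonists of WNT signaling moved in both directions in the RNA-seq of the WDR11OE and control tumors. Sfrp1 (log2 fold change −1.22, adjusted p = 0.00903) and Wif1 (log2 fold change −0.28, adjusted p = 0.0338) fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sfrp2 (ENSMUSG00000027996) fell from 3.36 ± 0.738 CPM (SD, n = 3) in control to 0.816 ± 0.191 CPM (SD, n = 4) in WDR11OE tumors, a log2 fold change of −2.04 (standard error 0.26, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sfrp4 (ENSMUSG00000021319), on chromosome 13 of NCBIM37 from 19714973 to 19724863, rose from 1.68 ± 0.410 CPM (SD, n = 3) to 12.7 ± 3.27 CPM (SD, n = 4), with a standard error of 0.29 and an adjusted p = 0.00105 from the same edgeR test. Notum (ENSMUSG00000042988) had a log2 fold change of 1.69 (standard error 0.63) that did not pass the threshold (adjusted p = 0.0785 from the same edgeR test), and its groups overlapped (two-sided exact permutation test, p = 0.143). DESeq2's Wald test gave Notum an adjusted p = 0.0325, and over all alternatives it ranged from 0.00766 to 0.320. Of the pathway genes, 13 were lower and 1 was higher by at least 2-fold at an adjusted p under 0.05. At any fold 49 were lower and 10 were higher at that adjusted p. Axin2 was among the higher genes (log2 fold change 0.72, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).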

For Supplementary Tables 1-5, see the appropriate links on the Supplementary Files page

How the deposited data were processed for this re-analysis (not part of the article)

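RNA from 7 mouse G3 MBs was sequenced by the authors, 4 with enforced expression of human WDR11 (WDR11OE) and 3 controls. The paper's methods describe total stranded RNA sequencing and controls that carry the empty vector, whereas the sample labels name a TruSeq RNA kit and give the controls no treatment. The WDR11OE replicates are numbered as in Supplementary Table 4. The letters A to C of the control replicates are names only, since neither the labels nor the paper's text links the control libraries to replicate numbers.

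The authors mapped the reads against NCBIM37.67 with the StrongArm pipeline, counted them per gene with HT-seq on a GENCODE annotation, and deposited these counts per gene and tumor without normalization. The paper's text does not name the version or the strand setting of the counting, or a filter on low counts before the fit. The deposited counts hold 34592 genes, and 33606 of them (97.1%) were matched to the annotation for coordinates, exon length and GC content. Total counts per tumor lay between 32116095 and 87141305. In control replicate C, the control with the smallest total, a gene at 3 counts is at 0.0919 CPM, which was taken as the floor of detection for folds against the controls. The floor and the counting error cover sampling of reads only, since the reads carry no molecular identifiers.

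Everything that follows was computed from the deposited counts in R 4.3.3. Genes were kept by the default filterByExpr of edgeR 4.0.16, which left 17389 genes, scaled by TMM and tested with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment, with the condition as the only term. A call required an adjusted p under 0.05, a log2 fold change of at least 1 in size and an average log2 CPM above 0, as in the paper. Values per tumor are log2 CPM with a prior count of 2, or CPM without one. Single values were compared between the groups by exact permutation over all 35 splits of the 7 tumors into 4 and 3, where the smallest p is 0.0286. The alternatives for the test were limma 3.58.1 with voom, which is the paper's method, and DESeq2 1.42.0.

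The gene sets in MSigDB were not used here. The list of WNT pathway genes was written by hand from the map in Supplementary Figure 2 and the genes of Figure 4d. Enrichment was computed with fgsea 1.28.0 on genes ranked by the signed square root of the quasi-likelihood F, with weight 1 and 10000 permutations of genes, and with limma's camera, which estimates the correlation between the genes of a set. For scores with a GC or length trend removed, the ranking statistic was replaced by its residual from a loess fit on that trend. Log2 fold changes with a trend removed came from a refit with the trend in its offset. Lists of marker genes, written before the data were examined, were compared with 10000 random lists of the same size drawn from 10 bins of expression, or from 5 bins of expression crossed with 5 bins of GC content. For 5 of the lists, each gene was also replaced at random by one of the 50 genes nearest to it in GC content within its bin of expression.

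The genes named in the text were chosen by a rule. They are the genes the paper names for the RNA-seq, the other 3 genes it overexpressed, the genes labelled in Figure 4a and 4b, the 2 genes deleted in the model, the 5 lower and 5 higher calls with the smallest p among genes whose groups do not overlap, and the genes at the ends of each list. Gm15564 and AA474408 fall outside the rule and were chosen after their values were seen.

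The fit was tested on simulated data in which counts were drawn from the means and library sizes of the real tumors and 200 of 17190 genes were changed by a log2 fold change of 1.50 in size. In the simulation a gene counted as called at an adjusted p under 0.05, with no limit on fold or average expression. The shares of false calls therefore do not carry over to the calls of at least 2-fold in the real tumors. edgeR recovered 70.5% of the changed genes, and 4.08% of its calls were false. With a GC trend added to the simulated counts, in runs with 200 of 17160 genes changed, 62.6% of the calls were false, and the removal of the trend brought this to 1.49% with 66% of the changed genes recovered.

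The alternatives set before the data were examined were the other tests, scaling by library size, by the upper quartile, or by TMM without the 100 highest genes, no filter, a filter of 1 CPM in at least 3 tumors, an adjusted p under 0.01, no limit on average expression, a test against a 2-fold change, loess corrections for exon length or GC content, other rankings, weights and gene sets for the enrichment, other settings of the principal component analysis, and leaving out each tumor in turn. Chosen after seeing the data were the joint correction for GC content and length, a covariate from neuron markers, a fit on the 5 smallest libraries, and an enrichment on the fit with the GC trend in its offset. The exome sequences, qRT-PCR and survival of the paper were not analysed here.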

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

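Of the tests in this part, the removal of the GC trend from the Y-chromosome genes, the removal of the length trend from the ribosomal protein, OXPHOS and proteasome lists, the comparison of histone genes with matched lists, the comparisons with the genes nearest in GC content, and the median of the muscle markers without those that prompted the test were chosen only after the result was seen. Apart from the WNT pathway and the genes of Figure 4d, the lists of genes below are not discussed by the paper. Among the 21 lists compared, the mean log2 CPM of the groups did not overlap in 11, where chance gives 1.2. The 11 include the genes of Figure 4d, which the paper chose from these tumors, and the WNT pathway list that holds them. The 7 that were higher in WDR11OE tumors kept their direction under the 4 other scalings of the counts, which put the median log2 fold change of all genes between 0.01 and 0.08.

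Sox12 was singled out because WDR11OE replicate 3, at 4.95 log2 CPM, stood apart from the other WDR11OE replicates, at 4.65 to 4.69. The gap took a share of 0.840 of the group's range. Among 60 results examined in this way 1 passed the limit, where chance gives 3, so no further explanation was tested. All 4 WDR11OE values lay under the 6.48 of the lowest control.

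Skeletal muscle markers rose in WDR11OE tumors. Of the 15 markers with enough expression, 15 were higher and 13 were calls, and the median log2 fold change was 3.11, where 95% of matched lists lay between −0.26 and 0.54. The mean log2 CPM of the list was between 2.59 and 3.97 in the 4 WDR11OE tumors and between −0.71 and 0.10 in the 3 controls (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0545 over the 21 lists). Ckm was at least 109-fold higher. limma's camera test gave the list an adjusted p = 0.591. RNA from skeletal muscle in the WDR11OE samples was tested through these markers. Mb, Myh4 and Mybpc3 prompted this test, and the 14 measured markers other than these had a median of 3.00, where 95% of matched lists lay between −0.25 and 0.55, which is consistent with it. With the GC trend removed the median of the whole list was 3.24. Of the 8 heart muscle markers 3 were measured, with a median log2 fold change of 0.98, and Mybpc3 was the highest of them at 7.97. A response of the tumor cells to WDR11 cannot be told apart from RNA of muscle cells in the samples, because every WDR11OE tumor showed the rise.

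The 4 Y-chromosome genes were higher in WDR11OE tumors, all 4 at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 0.74. Their mean log2 CPM was 5.50 ± 0.29 in controls and 6.33 ± 0.06 in WDR11OE tumors. Their median GC content was low, at 36.2%, and the median log2 fold change was 0.27 once the GC trend was removed, so GC bias may account for part of the rise. Kdm5d kept a log2 fold change of 0.42 (adjusted p = 0.0350 from the same edgeR test) and the other 3 genes no longer passed 0.05. The median of 0.74 was at percentile 98.8 of lists matched in broad bins of expression and GC content. Against lists drawn from the genes nearest in GC content, it was at percentile 95.6, within the limit of 0.77 that bounds 95% of them. The rise of the list as a whole therefore cannot be told apart from GC bias, while that of Kdm5d is not explained in full by the trend. Xist was measured in every tumor, from 5.31 to 8.09 log2 CPM, and its groups overlapped. The paper's text does not state the sex of the mice, and no biological explanation was tested.

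Genes of DNA replication were higher in WDR11OE tumors in 29 of 40 cases, 20 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median log2 fold change was 0.36, where 95% of matched lists lay between −0.19 and 0.21, and it was 0.19 with the GC trend removed. Their enrichment score was 2.04 (two-sided permutation of genes, p = 0.000204), but the mean log2 CPM of the groups overlapped (two-sided exact permutation test, p = 0.114) and limma's camera test gave an adjusted p = 0.818. The score was 2.09 with the GC trend removed (p = 0.000234 from the same permutation) and 2.00 with the length trend removed (p = 0.000432 from the same permutation). For these scores the trend was taken out of the ranking statistic. The median of 0.19 came from a refit with the trend in its offset instead. The median of 0.36 was at percentile 99.98 of lists matched on expression and GC content. Neither trend therefore accounts for the score in full. No other explanation was tested.

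Small RNA genes had a median log2 fold change of 0.61, with 52 higher and 17 lower of the 69 measured (two-sided exact permutation test of their mean log2 CPM, p = 0.0286). If the libraries of one group had been selected for poly(A) tails, histone transcripts could be expected to move too. The mean log2 CPM of histone genes overlapped between the groups (two-sided exact permutation test, p = 0.6), but their median log2 fold change of 0.195 was just above the 0.194 that bounds 95% of matched lists. With the GC trend removed the median was 0.36 for small RNA genes and 0.46 for histone genes, and with the length trend removed it was 0.35 and −0.0440. The enrichment score of histone genes was 0.85 without a correction (two-sided permutation of genes, p = 0.770), 2.29 with the GC trend removed (p = 0.000245 from the same permutation) and −1.25 with the length trend removed (p = 0.119 from the same permutation). Nuclear long noncoding RNA genes had a median of 1.09, outside the −0.56 to 0.56 of matched lists, and their groups overlapped (two-sided exact permutation test, p = 0.714). The sign for histone genes thus changed with the correction, so the histone genes cannot tell whether library preparation differed, and the small RNA genes leave it open.

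Genes for ribosomal proteins, OXPHOS subunits and proteasome subunits were higher, with median log2 fold changes of 0.36, 0.38 and 0.49. The higher genes numbered 66 of 79, 65 of 82 and 30 of 37. Groups did not overlap for any of the 3 lists (two-sided exact permutation test, p = 0.0286 for each), while limma's camera test gave each an adjusted p = 0.818. Gene length and GC content were tested as technical explanations. With the length trend removed the medians fell to 0.20, 0.20 and 0.37 and the enrichment scores were 1.87, 1.86 and 1.94, against 2.31, 2.35 and 2.01 without a correction, so gene length may account for part of these shifts but not for all. With the GC trend removed the medians were 0.41, 0.37 and 0.34 and the scores were 2.72, 2.72 and 2.34. The median GC content of the lists, 50.6%, 50.4% and 49.6%, was close to the 49.8% of all genes. The GC correction hardly moved the medians of the ribosomal protein and OXPHOS genes, while that of the proteasome genes fell. A comparison that does not depend on the correction set each list against lists drawn from the genes nearest in GC content at similar expression. The medians lay above the limits of 0.0317, 0.0628 and 0.21 that bound 95% of these, so GC content does not account for the shifts in full. The WNT pathway, which moved the other way, had a score of −2.13 with the length trend removed and of −2.28 with the GC trend removed. Its median of −0.25 was then −0.24 and −0.31. The length correction moved the ribosomal protein and OXPHOS medians but hardly that of the pathway. This argues against the fitted length trend as the full account of the pathway's fall. The GC correction did not shrink the fall. The median without a correction lay below the limit of −0.12 that bounds 95% of lists nearest in GC content. GC content therefore does not account for the fall of this list in full either. The list holds the genes of Figure 4d, which were chosen from these tumors, while the lists it was compared with were drawn at random. These shifts cannot be told apart from the separate series in which the libraries of the 2 groups were numbered.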

How the results depend on the processing

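The alternatives below were set before the data were examined, apart from the joint removal of the GC and length trends, the neuron covariate, the fit on the 5 smallest libraries and the enrichment on a fit with the GC trend in its offset, which were chosen after the data were seen. No paired analysis was possible because neither the labels nor the paper pair WDR11OE tumors with control tumors.

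The 584 lower and 381 higher calls stayed within 1.5-fold of these counts under the other scalings, filters and tests, with these exceptions. The test against a 2-fold change called 26 lower and 33 higher genes, and with no limit on average expression 614 genes were higher. With the GC and length trends removed together 222 genes were higher and 3533 differed at any fold. With neuron markers as a covariate 588 genes were higher. The 5 smallest libraries gave 3085 genes at any fold. Across the 7 fits that each left out one replicate, 531 to 676 genes were lower, 258 to 459 were higher and 3380 to 5549 differed at any fold. The cause of these changes was not tested.

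For the genes outside Figure 4d the enrichment score of the WNT pathway was 1.03, which follows from leaving out the lowest genes of the pathway and does not test how stable the score is. The score stayed negative under the other alternatives. These scores lay between −3.85 and −1.95, and between −2.24 and −2.11 with one replicate left out. limma's camera test of the pathway passed 0.05 with a preset correlation but not with scaling by library size (p-value 0.0748), and its p-value lay between 0.00213 and 0.0822 with one replicate left out. The cause was not tested.

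Ccnd1 fell under every alternative. Its log2 fold change passed the threshold with DESeq2 (−0.51), with scaling by library size (−0.47) and with the neuron covariate (−0.56). It also passed without control replicate A (adjusted p = 0.0165 from edgeR's quasi-likelihood test). With one replicate left out it lay between −0.62 and −0.35. Ccnd3 passed the threshold with the neuron covariate alone, at −0.65. Their adjusted p ranged from 0.00468 to 0.215 and from 0.00133 to 0.539 by edgeR's quasi-likelihood test, limma-voom or DESeq2 with Benjamini-Hochberg adjustment. The cause was not tested. Myc and Ccnd2 kept their direction and side of the threshold under each of the 19 alternatives.

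With genes scaled to unit variance the difference between the group means was 157 on component 1 and 7.61 on component 2, so the groups separated on the other component. With one replicate left out it was 5.29 to 80.0 on component 1 and 22.0 to 79.9 on component 2, in designs whose smallest exact permutation p is 0.0667 or 0.1. The cause was not tested.

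Wdr11 reversed to −0.0337 with the GC trend removed, and its other log2 fold changes lay between 0.10 and 0.26. Lrfn2 reversed with limma-voom (−0.0234) and among the 5 smallest libraries (−0.87), and lay between −1.03 and 1.03 with one replicate left out. Ubn2 reversed with upper quartile scaling (0.0224), with the length trend removed (0.00352) and with the neuron covariate (0.0657), and lay between −0.0853 and 0.0628 with one replicate left out. Neither Lrfn2 nor Ubn2 passed the threshold in any of these. The cause was not tested. Smyd1 lost the threshold in 8 alternatives. Notum gained it in 3, AA474408 and Wdr11 in 2 each, and Cdkn2c in 1. Depth limits the genes with few counts. Mb had 0 counts in the controls, so only a lower bound of its fold can be given, and Myh4 had counts in control replicate A alone, so without that tumor its fold is a lower bound too. With any other tumor left out the log2 fold change of Myh4 lay between 7.93 and 8.76.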

Differences from the paper's values

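The comparison of calls across settings for Ccnd1 and Ccnd3 was made only after the result was seen. The normalized enrichment score of the WNT pathway was −2.25, and the paper's value in Supplementary Table 5 is −2.12019. The scores differ by 0.135, more than the SD of 0.0443 between fits that each left out one replicate. Such fits share most of their tumors, and a jackknife standard error, which allows for this, was 0.100. The list of genes was written by hand and is not the MSigDB set behind the paper's value. Of the 16 alternatives set before the data were examined, 12 also differed by the SD and 9 by the jackknife standard error. The 4 that did not by either were ranking by DESeq2's Wald statistic (−2.14), removal of the length trend (−2.13), and the fits without control replicate C (−2.11) and without WDR11OE replicate 2 (−2.15).

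The largest −log10 adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 3.57, and the paper's is about 7.3 in Fig. 4b, read by eye. None of the 9 alternatives set before the data were examined closed the gap, among them limma-voom at 3.47 and DESeq2 at 118. The largest −log10 of the p-value before adjustment was 7.61 with edgeR and 7.63 with limma-voom. The smallest adjusted p in the paper's Supplementary Table 4 is 0.000921, a −log10 of 3.04. Its smallest p-value before adjustment has a −log10 of 6.58, which does not reach 7.3 either. That list holds only the 970 genes the paper called, so a gene outside it could have a smaller p-value. Whether the figure shows p-values before adjustment is therefore left open.

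The paper lists Ccnd1 and Ccnd3 among the regulators that WDR11 overexpression lowered. Their log2 fold changes were −0.46 and −0.48, with an adjusted p = 0.0618 and an adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccnd1 passed 0.05 with DESeq2 (0.0220), with scaling by library size (0.0420) and without control replicate A (0.0165). With neuron markers as a covariate, which was chosen after seeing the values, Ccnd1 (0.00468) and Ccnd3 (0.00133) passed it. The other alternatives did not call them.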

Other observations

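The tests of choroid plexus, of enrichment scores counted in both directions, of library size, of the separate library series, of the GC trend on the number of calls and of sequence shared with Lars2 were chosen only after the result was seen.

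Of the 35 splits of the 7 tumors into 4 and 3, only 1, the real one, gave as many lower calls, 1 as many higher calls and 1 as many genes at any fold. The other 34 splits gave 0 calls at an adjusted p under 0.05, and between 1 and 864 lower and between 3 and 939 higher genes at an unadjusted p under 0.05, where the real split gave 617 and 428. At any fold they gave between 18 and 3884 genes at an unadjusted p under 0.05, where the real split gave 6991. For the enrichment score of the WNT pathway, 2 of the 35 splits gave a score as low and 4 gave one as large in size. The other low one, at −2.43, set control replicates A and C and WDR11OE replicate 3 against the rest. These are the 3 smallest libraries, but with WDR11OE replicate 2 or 4, the largest libraries, in place of replicate 3 the scores were −2.22 and −2.01. All 3 of these splits keep control replicates A and C together, so scores near that of the real split also came with only 2 of the 3 controls in the smaller group. With control replicates A and B together the scores lay between −2.10 and −1.78. With B and C together they lay only between −1.72 and −1.10. The 2 large scores of the opposite sign, 2.38 each, set 3 WDR11OE replicates against the rest. limma's camera test gave a p-value as small in that direction in 1 of the 35 splits, and the next smallest was 0.137.

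Library size differed between the groups and could produce a difference in expression. Among the 5 smallest libraries, whose totals overlap between the groups, 519 genes were lower and 269 were higher at least 2-fold, 444 and 243 of them also called with all 7 tumors, and the enrichment score was −2.19. Library size therefore does not account for these differences in full.

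The log2 fold change fell with GC content, from a median of 0.44 in the lowest of 10 bins of protein-coding genes by GC content to −0.31 in the highest. Within each tumor, the Spearman's rho between GC content and a gene's deviation from its mean over the tumors was 0.27 to 0.38 in the 3 controls and −0.39 to −0.19 in the 4 WDR11OE tumors (two-sided exact permutation test, p = 0.0286). In 3 of the 35 splits the trend was as strong. Such a trend may come from library preparation, and removing it left 476 lower and 291 higher calls, so it does not account for all of them. The separate library series hold the same tumors as the 2 conditions, so any test of the series is the test of the conditions over again, and the wide difference between the groups cannot be told apart from a difference between the series.

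RNA from host cells was tested with marker lists as another source. The median log2 fold change was −0.20 for microglia and macrophages, −0.19 for oligodendrocytes, −0.13 for astrocytes, 0.0821 for neurons and −0.32 for endothelium, each within the range that held 95% of matched lists, although the groups did not overlap for the endothelium list (two-sided exact permutation test, p = 0.0286). Blood markers had a median of −1.30, outside their range of −0.60 to 0.54, so less blood in the WDR11OE samples may explain their fall, but the groups overlapped (two-sided exact permutation test, p = 0.371). Their mean log2 CPM was 7.18 in control replicate A. It was 3.57 and 4.42 in control replicates B and C, within the 1.66 to 5.59 of the WDR11OE tumors. With one tumor left out, the log2 fold change reached −0.01 for Hba-a2, 0.22 for Hba-a1, 0.56 for Hbb-b1 and 0.84 for Alas2. The fall of these genes thus depends on a single tumor. Of the 5 choroid plexus markers 1 was measured, Clic6, with a log2 fold change of −1.33 (adjusted p = 0.0233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and groups that did not overlap (two-sided exact permutation test, p = 0.0286). A single marker has no matched lists, so less choroid plexus in the WDR11OE samples cannot be told apart from a change of this gene. Across the 7 tumors, the mean log2 CPM of neuron markers was related to the score on component 1 with a Pearson's r of −0.978 (permutation p = 0.000595, 0.00238 after Benjamini-Hochberg adjustment over 6 lists) and a Spearman's rho of −0.964 (permutation p = 0.00278). Without the 2 tumors farthest from the median r was −0.934. Astrocyte markers gave r = −0.973 (permutation p = 0.000794), rho = −0.964 (permutation p = 0.00278) and r = −0.831 without 2 tumors. Each library series holds at most 4 tumors of one condition, too few to recompute these relations within it.

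Lars2 shares 44 and 27 stretches of 25 bases, of 3377 in its exons, with AA474408 and Gm15564, 2 of the 33605 genes compared. If reads shared between these genes lay behind the fall of Lars2, both could be expected to fall by a similar fold. AA474408 had a log2 fold change of −0.49 (adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gm15564 had −7.42 (adjusted p = 0.00111 from the same test). Shared reads therefore remain possible for Gm15564, and the exons of Lars2 could not be examined one by one from counts per gene.

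The other 3 overexpressed genes of the paper were not transduced here. In WDR11OE against control tumors, the log2 fold change of Smyd1 was 2.00 (adjusted p = 0.0424), of Lrfn2 0.35 (adjusted p = 0.83) and of Ubn2 −0.01 (adjusted p = 0.965), and Smyd1 lost an adjusted p under 0.05 in 8 of 18 alternatives, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trp53 had a log2 fold change of −0.56 (adjusted p = 0.00762 from the same test) and Cdkn2c of 0.42 (adjusted p = 0.162). Although the model's genotype is null for both genes, reads were counted on them in every tumor. They were at 27.8 to 53.9 CPM for Trp53 and at 15.2 to 26.8 CPM for Cdkn2c. The median log2 fold change of the 19 autosomes lay between −0.08 and 0.17, where a gain of one copy of 2 would give 0.58. The most abundant small RNA gene named, Mir5105, had a log2 fold change of −3.09. The mitochondrial rRNA gene mt-Rnr1 had one of −1.61, while of the 16 mitochondrial genes measured 6 were lower and 10 were higher. The median log2 fold change of these 16 genes was 0.31, and −0.32 with the GC trend removed. Why Mir5105 and mt-Rnr1 fell was not tested.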
